# Dysregulation of Principal Circulating miRNAs in Non-human Primates Following Ischemic Stroke

**DOI:** 10.3389/fnins.2021.738576

**Published:** 2021-09-01

**Authors:** Jian Chen, Haiping Zhao, Yuyou Huang, Yuqian Li, Junfen Fan, Rongliang Wang, Ziping Han, Zhenhong Yang, Longfei Wu, Di Wu, Yumin Luo, Xunming Ji

**Keywords:** cerebral ischemia, rhesus monkeys, let-7g-5p, let-7g-3p_1ss22CT, plasma

## Abstract

Despite the recent interest in plasma microRNA (miRNA) biomarkers in acute ischemic stroke patients, there is limited knowledge about the miRNAs directly related to stroke itself due to the multiple complications in patients, which has hindered the research progress of biomarkers and therapeutic targets of ischemic stroke. Therefore, in this study, we compared the differentially expressed miRNA profiles in the plasma of three rhesus monkeys pre- and post-cerebral ischemia. After cerebral ischemia, Rfam sequence category revealed increased ribosomic RNA (rRNA) and decreased transfer RNAs (tRNAs) in plasma. Of the 2049 miRNAs detected after cerebral ischemia, 36 were upregulated, and 76 were downregulated (fold change ≥2.0, *P* < 0.05). For example, mml-miR-191-5p, miR-421, miR-409-5p, and let-7g-5p were found to be significantly overexpressed, whereas mml-miR-128a-5p_R − 2, miR-431_R − 1, and let-7g-3p_1ss22CT were significantly downregulated. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses revealed that these differentially expressed miRNAs were implicated in the regulation of ubiquitin-mediated proteolysis and signaling pathways in cancer, glioma, chronic myeloid leukemia, and chemokine signaling. miRNA clustering analysis showed that mml-let-7g-5p and let-7g-3p_1ss22CT, which share three target genes [RB1-inducible coiled-coil 1 (RB1CC1), G-protein subunit γ 5 (GNG5), and chemokine (C-X-C motif) receptor 4 (CXCR4)], belong to one cluster, were altered in opposite directions following ischemia. These data suggest that circulating mml-let-7g may serve as a therapeutic target for ischemic stroke.

## Introduction

Circulating microRNAs (miRNAs) might be useful as surrogate biomarkers for the diagnosis or prognosis of pathological conditions such as acute stroke; finding early blood miRNA biomarkers to diagnose this disease, for instance, could drastically reduce treatment delays. In addition, emerging RNA therapeutics targeting mRNAs have already been approved by the Food and Drug Administration for clinical research (Erdos et al., 2021) and have gained attention in cerebrovascular research. For example, RNA-targeted therapies to lower Lipoprotein(a) are in clinical development. Currently, there are approximately 7680 patients with a history of myocardial infarction, ischemic stroke, and symptomatic peripheral arterial disease (Tsimikas et al., 2021); this number helps estimate the potential therapeutic relevance of miRNAs for the treatment of ischemic stroke.

Ischemic stroke is a complex disease with several risk factors. Despite the increasing focus on plasma miRNA biomarkers in acute ischemic stroke patients (Singh et al., 2021), there is limited knowledge about the differentially expressed miRNAs directly related to stroke itself, which has hindered biomarker development and the definition of therapeutic targets. In this study, we compared the differences in circulating miRNAs in non-human primates, namely rhesus monkeys, before and after cerebral ischemia to identify the miRNAs directly related to ischemic stroke. The results of this research could help bridge the gap between *in vivo* rodent models and human patients, leading to therapeutic applications and valuable and accurate information for early detection of ischemic stroke.

## Materials and Methods

### Animals

This study was approved by the Animal Use and Care Board of the Institute of Laboratory Animal Sciences, Capital Medical University. All experiments were performed in compliance with national guidelines and in accordance with the Guide for the Care and Use of Laboratory Animals. Three adult male rhesus monkeys (*Macaca mulatta*), aged 7–11 years and weighing 7.2–10.6 kg, were used in this study.

### Anesthesia

Animals were fasted for 12 h prior to the induction of anesthesia. Anesthesia was induced with ketamine (10 mg/kg, IM) and maintained intravenously with propofol (300 μg/kg/min). Eighteen-gage peripheral venous catheters were placed. Ventilation was controlled (Aridyne 3600; Graham, NC, United States). Intermittent positive pressure ventilation was performed for monkeys with a fixed respiratory rate. Non-invasive blood pressure, electrocardiogram, heart rate, oxygen saturation, blood gas, and rectal temperature were monitored (Wu et al., 2020a,b,c).

### Endovascular Surgery

As described previously by us in NHPs models, a Prowler-10 micro-catheter (Codman) with a SilverSpeedTM-10 Hydrophilic micro-wire was introduced into the guiding catheter and navigated to the distal end of M1 segment of the right MCA. Next, the clot was transferred into micro-catheter and flushed into the end of M1 segment with 2 mL saline. Based on cerebral angiography at 3 h post ischemia, we only included 3 monkeys with a still occluded M1-segment of MCA. Blood samples were drawn from the saphenous vein at baseline and 3 h after stroke onset (Wang et al., 2016; Wu et al., 2021). MRI scanning was performed on a Magnetom Trio MRI Scanner (3.0 T; Siemens AG, Siemens Medical Solutions, Erlangen, Germany). MRI sequences and parameters were reported in our previous study (Wang et al., 2016; Wu et al., 2021). Based on recent reports, DWI images obtained 1 day after ischemia were defined as “originally abnormal region” (Nagaraja et al., 2020).

### Small RNA Sequencing

Circulating miRNA was isolated using 500 μl of plasma. The experimental process was carried out according to the standard steps provided by Illumina (Hangzhou Lianchuan Biological Technology Co., Ltd., China), including library preparation and sequencing experiments. A Truseq small RNA sample prep kit (Illumina, San Diego, CA, United States) was used to prepare the small RNA sequencing library. After library preparation, the constructed library was sequenced using Illumina HiSeq 2000/2500, and the reading length was 1 × 50 bp. We determined the transcript profile for the plasma by RNA-seq with a median sequencing depth of 10 million mapped reads per sample (*n* = 3). The miRNA data analysis software provided by Lianchuan Biology was ACGT101-miR (LC Sciences, Houston, TX, United States). The analysis process was as follows: (1) quality filtering: the raw reads obtained by sequencing contain low-quality reads with adapters. In order to ensure the quality of information analysis, the raw reads must be processed to obtain clean reads. The data processing steps are as follows: (a) remove *N* (*N* means that the base information cannot be determined) is greater than 10% of reads; (b) remove the reads contaminated with the 5′ connector; (c) remove reads without 3′ linker sequence and insert; (d) remove polyA/T/G/C reads (most of the continuous polyA/T/G/C may be due to sequencing errors, and the information entropy is low, so analysis is not necessary). Linker information for Small RNA sequencing: 5′ connector: 5′-GTTCAGAGTTCTACAGTCCGACGATC-3′, 3′ connector: 5′-TGGAATTCTCG GGTGCCAAGG-3′; here we removed the data with very low expression levels from the differential miRNA expression (including the case where three samples are all zero or two are zero), which is only shown in Supplementary Data; (2) length screening: retain 18–26 nucleotide (nt) base length sequences; (3) RNA database alignment analysis: Rfam is a non-coding RNA (ncRNA) family database, including ribosomic RNA (rRNA), transfer RNA (tRNA), snoRNA, snRNA, miRNA, and other ncRNAs. We select the Rfam database to annotate the small RNA sequences obtained by sequencing, and find and remove the possible rRNA, snoRNA, snRNA, tRNA, and other non-miRNA sequences as far as possible; (4) miRNA identification: after effective data were obtained, the precursor and genome were compared for miRNA identification; the *t*-test test was used in this analysis. For the analysis of samples with biological duplicates, the threshold of *P* ≤ 0.05 was used to screen differentially expressed genes (Han et al., 2019; Jeon et al., 2019; Li et al., 2019); (5) identification of differentially expressed miRNAs; and (6) prediction of differential miRNA target genes. The data presented in the study are deposited in the GEO respository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182429).

### Target Gene Prediction of Differential miRNAs

TargetScan (V5.0) and Miranda (v3.3a) were used to predict the target genes of significantly different miRNAs. The target genes predicted by the two software programs were screened according to the scoring criteria in each software program. In the TargetScan algorithm, target genes with a context score percentage <50 are removed, while in the Miranda algorithm, target genes whose maximum energy is ≥10 are removed (score ≥50, Miranda energy = 10). Finally, the intersection data of the two software packages was considered as the final target genes of the differential miRNAs, providing the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation information.

### Enrichment Analysis of Differential miRNA Target Genes

Enrichment analysis mainly included two parts: GO function and KEGG path function annotation. First, the number of target genes corresponding to all selected miRNAs corresponding to each function or pathway annotation was counted, and then a hypergeometric test was applied to determine the mRNA of target genes corresponding to all selected miRNAs and GO/KEGG in the annotation library, and compared with the number of genes in the pathway (all genes with functional annotation, or all miRNA target genes with functional annotation). A *P*-value ≤ 0.05 was used as threshold for significance, and the function meeting this condition was defined as a function with significant enrichment in miRNA–mRNA relationship pairs. The main biological functions of miRNA–mRNA pairs can be determined by functional significance enrichment analysis. The significant enrichment analysis of pathways uses the KEGG pathway as a unit and applies a hypergeometric test to determine significantly enriched paths in the significant differentially expressed genes compared with the whole genomic background.

### Conservation of the Identified miRNA With Other Species

MicroRNAs is highly conserved among species. To identify the conserved rhesus monkeys miRNAs, we first collected the miRNA sequences from miRBase release 20.0 for selected species: Age, *Archangium gephyra*; aja, *Amycolatopsis japonica*; bta, *Bos taurus* (cattle); cfa, *Canis lupus familiaris* (dog); cgr, *Campylobacter jejuni* RM1221; chi, *Chlamydia psittaci* 02DC15; cja, *Cellvibrio japonicus*; cpo, *Coprothermobacter proteolyticus*; dma, *Desulfovibrio magneticus*; dno, *Dichelobacter nodosus*; eca, *Pectobacterium atrosepticum* SCRI1043; efu, *Enterococcus faecium* DO; ggo, *Gorilla gorilla gorilla* (western lowland gorilla); has, *Homo sapiens*; lca, *Lactobacillus paracasei* ATCC 334; lla, *Lactococcus lactis* subsp. lactis Il1403; mdo, *Monodelphis domestica* (opossum); mml, *M. mulatta* (rhesus monkey); mmr, *Maricaulis maris*; mmu: *Mus musculus* (house mouse); mne, *Mycobacterium neoaurum*; nle, *Nomascus leucogenys* (northern white-cheeked gibbon); oan, *Ornithorhynchus anatinus* (platypus); oar, *Octadecabacter arcticus*; ocu, *Oryctolagus cuniculus* (rabbit); oga, pal, pbl, *Paracoccidioides lutzii* Pb01; pha, *Pseudoalteromonas haloplanktis*; ppa, *Pan paniscus* (pygmy chimpanzee); ppy, *Pongo abelii* (Sumatran orangutan) (*Pongo pygmaeus abelii*); ptr, *Pan troglodytes* (chimpanzee); rno, *Rattus norvegicus* (rat); sbo, *Shigella boydii* Sb227; sha, *Staphylococcus haemolyticus* JCSC1435; sla, *Serpula lacrymans*; ssc, *Sus scrofa* (pig); ssy, *Sphingobium* sp. SYK-6; tch, and *Chlamydia trachomatis* F/11-96. The BLASTN program was used to compare the distributions of the miRNAs across the species. We further analyzed the conservation of miRNAs in selected species, and counted the frequency of miRNAs reported in this species in other species, and explored the existence of miRNA family in other species.

### Seed-Sequence-Based miRNA Families

In animals, miRNA and target genes inhibit mRNA expression mainly through incomplete complementary pairing. The Watson Crick pairing between the so-called seed sequence (second-7 nt) at the 5′ end of miRNA and the 3′ UTR of target gene is the most important factor for all miRNA target gene prediction.

## Results

### Biological Replication and Rfam Sequence Category of Rhesus Monkey Plasma miRNAs Libraries Before and After Cerebral Ischemia

To evaluate the success of MCAO models, we found notable infarct sizes in the middle cerebral artery-supplied regions based on DWI images at 1 day after ischemia (Figure 1A). Principal component analysis using three principal components, which describe 78.79% of the variance, showed miRNAs to be significantly altered across the two groups (Figures 1A,B). 

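Plasma was sampled from rhesus monkeys before ischemia and after occlusion of the middle cerebral artery (MCAO), a model of ischemic stroke in which a clot is placed into the artery through a catheter. Each group had 3 libraries of small RNA, each from 500 μl of plasma, sequenced as single reads of 50 bp. The methods place the second blood sample at 3 h after stroke onset, while the label of Figure 1D gives 2 h. The authors trimmed the adapters, kept reads of 18 to 26 nt, removed other ncRNA by comparison with Rfam and assigned the remaining reads to miRNA precursors with ACGT101-miR. The deposited table lists 2046 entries, each a name with its mature sequence. They hold 2015 different sequences, since 30 sequences are shared by 61 entries, with identical values in all libraries. Such entries are counted separately below. Of these, 580 carry a rhesus name (mml-), 569 the name of another species and 897 are predicted candidates (PC-). In these names L and R give the nucleotides gained or lost at the 5′ and 3′ end against the miRBase sequence, and ss gives a substitution. The values are the authors' normalized counts, that is, counts multiplied by 1 factor per library. The supplementary table, whose copy used here lacks 1 of the paper's 112 miRNAs, gives counts and normalized counts side by side and so yields the factor. It lay between 1.28 and 1.86 after ischemia and between 0.565 and 0.779 before ischemia. Divided by it, 84.0% to 86.9% of the values above 0 in a library came to whole counts within 0.01 counts, and the others to fractions.

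Total counts were 9737589, 8793196 and 6036831 in the libraries after ischemia (median 8793196) and 10745499, 15275199 and 15548693 before ischemia (median 15275199). The means of 8189205 ± 1922890.4 and 13856464 ± 2697643 (SD, n = 3 each) differed 1.69 times (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The median of the 6 totals was 10241544. After ischemia 1105 ± 182 entries were detected per library, and before ischemia 1201 ± 93.8 (SD, n = 3 each, exact permutation p = 0.4). For the comparison of single miRNAs, log2(normalized count + 1) was tested with limma, whose moderated spread follows the expression level, over the 807 entries that reached 10 normalized counts in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates the change of rare miRNAs. This test, the naming rule for single miRNAs and 12 lists of miRNAs were set before the data were examined, at a time when the values of the supplementary table had been seen.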

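mml-miR-486-5p, a miRNA of red blood cells, took 22.2 ± 9.06% of the counts after ischemia and 8.98 ± 5.45% before (SD, n = 3 each), and was higher in 3 of 3 monkeys (exact permutation p = 0.2). This permutation test takes the libraries as unpaired. The log2 ratio of miR-451 to miR-23a-3p, a measure of hemolysis, went from 0.33 before to 2.19 after ischemia in monkey 1, from 0.11 to −0.17 in monkey 2 and from 1.90 to 1.86 in monkey 3 (means 0.78 ± 0.98 and 1.29 ± 1.28, SD, n = 3 each, exact permutation p = 0.8). mml-miR-148a-3p took 0.688% to 1.34% after ischemia and 3.55% to 6.16% before. The 10 most abundant miRNAs over all libraries together held 54.3 ± 1.16% of the counts after ischemia and 44.3 ± 2.32% before (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). In a principal component analysis of log2 values over all 2046 entries, the first 3 components held 34.1%, 24.1% and 19.0% of the variance, 77.2% in sum. PC1 placed the libraries after ischemia at 69.1, 0.448 and 4.62 and those before ischemia at −15.8, −35.7 and −22.6, and thereby parted the groups, which PC2 and PC3 did not. The group centroids lay 62.5 apart over all components, and the largest distance in any other division of the 6 libraries was 53.8 (exact permutation p = 0.1). Belonging to a group accounted for 29.2% of the variance. Any division of the 6 libraries takes up some of the variance, so this share does not measure ischemia alone.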

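The correlations of Figure 1C were taken over the miRNAs called at P < 0.05, which include the abundant mml-let-7g-5p, mml-miR-191-5p and mml-miR-142-5p_L+2R-2. Over those in the copy of the supplementary table, Pearson's r of the normalized counts was 0.991 between replicates 1 and 2 before ischemia and 0.989 for each of the other 2 pairings of these libraries. After ischemia, replicates 2 and 3 had r = 0.996, replicates 1 and 3 had r = 0.985 and replicates 1 and 2 had r = 0.965. The mean r was 0.990 within the group before ischemia and 0.982 within the group after ischemia. Between libraries of different groups it was 0.968, with a range of 0.950 to 0.982 over the 9 comparisons. These coefficients are across miRNAs, which are not independent replicates. The miRNAs had been selected for a difference between the same libraries, so the lower r between groups is no separate evidence of one.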

Pearson correlation coefficients between samples showed that b_MCAO_1 (before ischemia) was similar to b_MCAO_2 (*r* = 0.966), and a_MCAO_1 (after ischemia) to a_MCAO_3 (*r* = 0.963) prior to a_MCAO_2 (*r* = 0.797) (Figure 1C). The length distribution of the filtered valid data was calculated based on the original sequencing data. Most reads were 18- to 26-nt long with a peak around 22 nt, demonstrating that the small RNA libraries were highly enriched in mature miRNAs. The length distribution of the identified miRNAs was consistent with the canonical size range of mammalian miRNAs, confirming the reliability of our small RNA-seq results. 

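The entries were 18 to 26 nt long. The most common length was 22 nt with 759 entries (37.1%), which include mml-miR-486-5p, mml-let-7g-5p and mml-miR-21-5p. A further 447 entries (21.8%) had 21 nt, among them mml-miR-192-5p and mml-miR-194-5p_R-1, and 284 (13.9%) had 23 nt, among them mml-miR-191-5p. Entries of 20 to 24 nt made up 85.0% of the table and 99.6% to 99.9% of the counts of a library. Sequences of 22 nt held 61.6 ± 1.80% of the counts after ischemia and 62.4 ± 1.49% before (SD, n = 3 each), a difference of −0.823 percentage points that lies within the spread of the replicates (exact two-sided permutation test, p = 0.5). The share of 21 nt was 12.8 ± 3.34% and 9.87 ± 1.64%, and that of 23 nt was 19.4 ± 4.25% and 20.8 ± 2.31% (SD, n = 3 each). Reads outside 18 to 26 nt are not in the table, so the distribution of all reads was not analysed here.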

Genomic mapping of these reads showed that the predominant RNA species (based on read counts) in both libraries were miRNAs. Rfam classification among the other ncRNA (e.g., rRNAs, tRNAs, snRNAs, and snoRNAs), comprising <2% of total reads, rRNA was increased, and tRNA decreased after cerebral ischemia (*P* < 0.05, Figure 1D).

**FIGURE 1:**
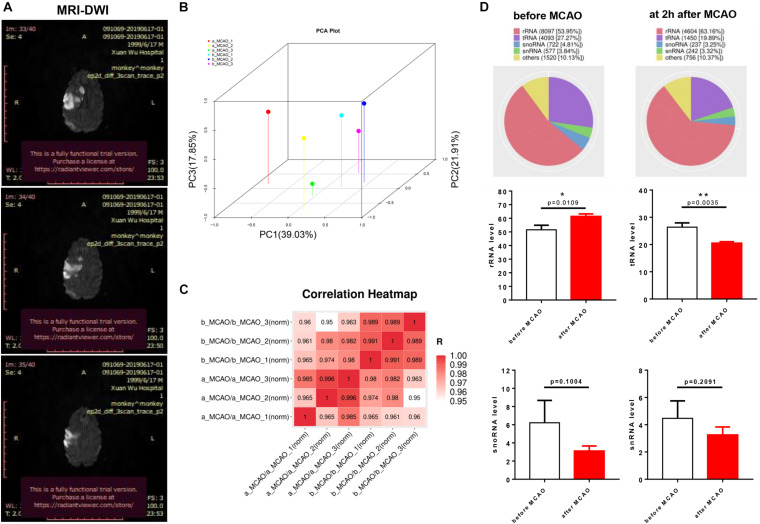
Biological replication and Rfam sequence category of plasma miRNAs libraries of rhesus monkey before and after cerebral ischemia. **(A)** Magnetic resonance imaging with diffusion-weighted imaging (MRI-DWI) (1 day) identified infarct site in models. **(B)** Principle component analysis (PCA) of plasma of rhesus monkey before cerebral ischemia compared with after cerebral ischemia. **(C)** Pearson correlation coefficients between samples using genes of *P* < 0.05. **(D)** Rfam classification among the other non-coding RNAs (e.g., rRNAs, tRNAs, snRNAs, and snoRNAs). b_MCAO_1-3, before ischemia; a_MCAO_1-3, after ischemia. *N* = 3. *p < 0.05 and **p < 0.01.

### Differentially Expressed Rhesus Monkey Plasma miRNAs Before and After Cerebral Ischemia

The frequency of differentially expressed genes was determined pre- and post-cerebral ischemia. Of the 2049 miRNAs detected, 36 were upregulated (Table 1) and 76 downregulated (Table 2) after cerebral ischemia (fold change ≥2.0, *P* < 0.05) (Figure 2A). 

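The miRNAs that were higher after ischemia include members of families known from epithelial cells, a grouping made after the values were seen. mml-miR-215-5p_R+1 rose from 861 ± 380 to 176631 ± 142311 normalized counts (SD, n = 3 each), a log2 fold change of 7.34 (standard error 0.716, adjusted p = 0.00117 from limma). mml-miR-192-5p, which shares its seed with miR-215, rose from 9237 ± 4125 to 376410.5 ± 311441 (log2 fold change 5.06, standard error 0.623, adjusted p = 0.00380 from limma). Of the miR-200 family, which maintains the epithelial state of cells, hsa-miR-200b-5p_R-1 (log2 fold change 4.89), hsa-miR-200b-3p (4.19), mml-miR-429-3p (3.50), mml-miR-141-3p_L+1R-1 (3.00) and mml-miR-200a-3p_R-1 (2.75) rose as well, at adjusted p from 0.00544 to 0.0357. mml-miR-429-3p, for example, went from 199 ± 97.5 to 2448 ± 1686 normalized counts. mml-miR-96_R-1, known from sensory cells, mml-miR-194-5p_R-1 and mml-miR-1271-5p rose by log2 fold changes of 3.94, 2.39 and 1.74 (adjusted p = 0.0393, 0.0279 and 0.0224). In the rhesus assembly T2T-MMU8v2.0, the gene of miR-192 neighbours a gene of miR-194, and the gene of miR-215 neighbours the other gene of miR-194 within IARS2. The genes of miR-200a and miR-429 are neighbours too, as are those of miR-141 and miR-200c.

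Among the named miRNAs that were lower, mml-miR-21-3p_R-1, the passenger strand of miR-21, changed most and fell from 2056 ± 1141 to 46.9 ± 7.66 normalized counts (log2 fold change −5.29, standard error 0.478, adjusted p = 0.000985 from limma). The guide strand mml-miR-21-5p had a log2 fold change of −0.74 (standard error 0.391) and did not pass (adjusted p = 0.311). mml-miR-381-3p fell from 56601 ± 8369 to 4913 ± 1634 (log2 fold change −3.57, standard error 0.323, adjusted p = 0.000985), and mml-miR-127-5p_L-1 from 1207 ± 219 to 114 ± 18.8 (log2 fold change −3.38, standard error 0.365, adjusted p = 0.00197). Both belong to the imprinted DLK1-DIO3 cluster, as do mml-miR-410-3p (−2.55) and mml-miR-299-3p (−2.34), each with an adjusted p of 0.00380. mml-miR-142-3p_R-1, a miRNA of blood cells (−3.04, adjusted p = 0.00937), hsa-miR-1307-5p_R+2 (−2.96), mml-miR-185-3p (−2.60), hsa-miR-326_R+1 (−2.48) and mml-miR-101-3p (−2.37) fell at adjusted p up to 0.0153. mml-miR-148a-3p decreased by 2.05 on the log2 scale (adjusted p = 0.0118). Of the other abundant miRNAs, mml-miR-486-5p (log2 fold change 1.76, adjusted p = 0.0833) and mml-miR-223_R+2 (−0.13, adjusted p = 0.898) did not pass. mml-miR-210-3p, which hypoxia induces in many cells, had a log2 fold change of −1.39 (adjusted p = 0.0861), and passed with replicate number as a block (adjusted p = 0.0338, range over all settings 0.0333 to 0.378).

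In all, 16 entries were higher and 28 lower after ischemia at the threshold, and at an unadjusted p under 0.05 there were 79 and 101. Each of the 44 went the same way in all 3 monkeys, with no overlap of the groups. No overlap was seen for 217 of the 807 entries (26.9%), against 10% by chance. Scaled by library totals, the numbers were 11 and 46, the median log2 fold change of the entries moved by −0.39, and mml-miR-96_R-1, mml-miR-200a-3p_R-1, mml-miR-1271-5p, mml-miR-142-5p_L+2R-2 and hsa-miR-4488_L+1R-1 no longer passed. Single libraries mattered: 5 were higher and 14 lower without replicate 1 after ischemia, 9 and 18 without replicate 3 after ischemia, 11 and 17 without replicate 2 before ischemia, and 8 and 15 without replicate 3 before ischemia. Without both libraries of replicate 1, 37 of the 44 were tested and 16 passed. Without replicate 2 it was 31 of 35, and without replicate 3 it was 3 of 36. These settings leave 2 libraries per group and were chosen after the values were seen. Only 19 of the 44 passed without each of the 6 libraries in turn, 5 higher and 14 lower. They include miR-215-5p, miR-192-5p, both arms of miR-200b, miR-429, miR-21-3p, miR-381-3p and miR-127-5p, and not the following. mml-miR-148a-3p was lost without replicate 1 or 3 after ischemia (adjusted p up to 0.0620). Without replicate 1 after or replicate 3 before ischemia, mml-miR-101-3p and mml-miR-141-3p_L+1R-1 were lost (up to 0.0650 and 0.0626), as was mml-miR-194-5p_R-1, also lost without replicate 2 after ischemia (up to 0.0905). mml-miR-1271-5p was lost without replicate 1 or 3 after and replicate 2 or 3 before ischemia (up to 0.0870), and mml-miR-200a-3p_R-1 without replicate 1 or 2 after and replicate 2 or 3 before ischemia (up to 0.109). mml-miR-96_R-1 passed only without replicate 2 after ischemia (otherwise up to 0.0949).

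**Figure D1:**
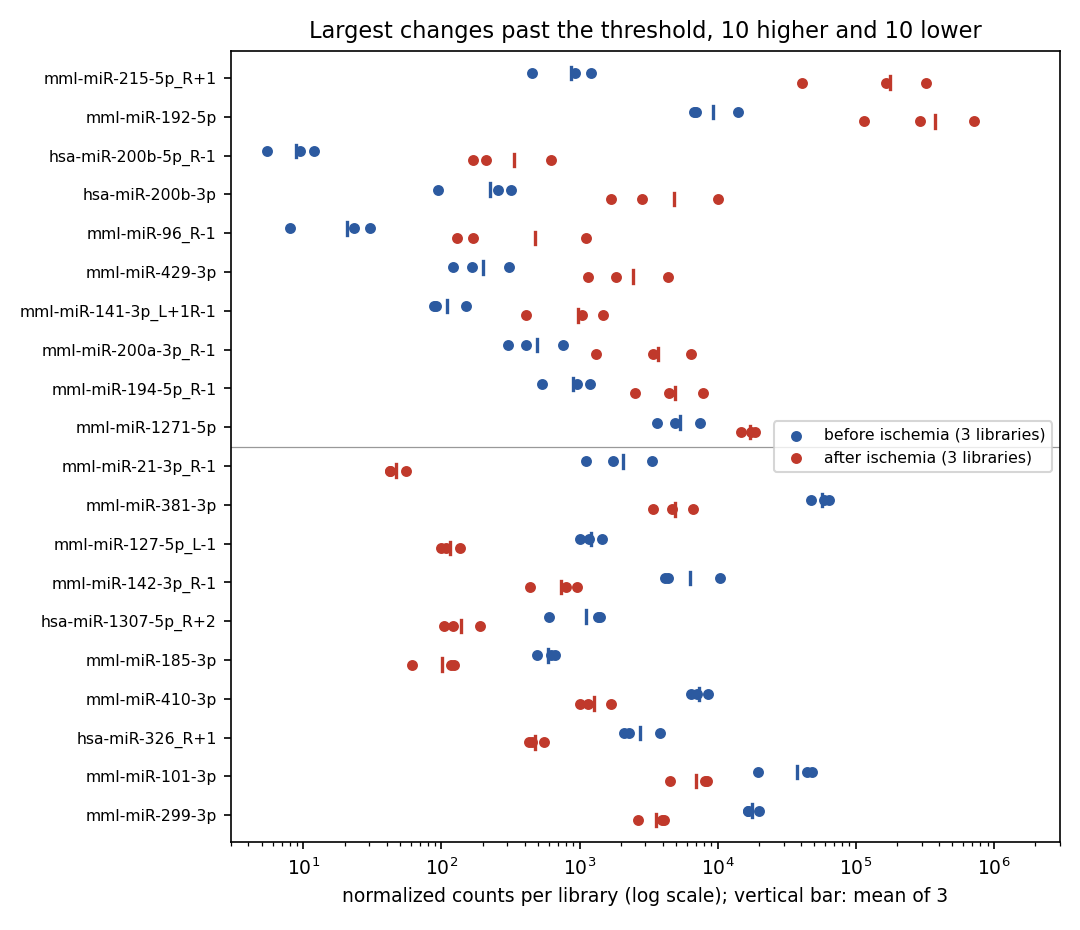
Normalized counts per library (log scale) of the 10 higher and the 10 lower named miRNAs with the largest change past the threshold at a mean CPM of at least 10. Blue points are the 3 libraries before ischemia, red points the 3 after ischemia, and the vertical bar is the mean of each group. The groups do not overlap for any of them.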

The overall distribution of differentially expressed miRNAs is presented in Figure 2B. 

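Of the miRNA lists, the DLK1-DIO3 cluster, an imprinted region with many placental and neuronal miRNAs, held the most decreases. Of its 87 tested entries, 10 were lower and none higher at the threshold (15 lower when adjusted over the list alone). With replicate number as a block, rno-miR-544-5p_L+1 and mml-miR-544_1ss22CT were lost (adjusted p = 0.0522 and 0.0801) and cja-miR-539_1ss21CT passed (0.0494). miR-381-3p, miR-127-5p, miR-299-3p, miR-410-3p, miR-370-3p and miR-1185-3p passed without each of the 6 libraries in turn. mml-miR-376b-3p and mml-miR-541-3p passed in 1 of these 6 settings (otherwise up to 0.221 and 0.117). Besides those already described, mml-miR-370-3p (log2 fold change −2.27, adjusted p = 0.00727) and mml-miR-1185-3p_L+2R+1 (−2.21, adjusted p = 0.0121) fell; both were singled out after their values were seen. The mean log2 fold change of the list was −0.72 and 61 of the 87 values were below 0 (camera with a preset correlation of 0.01, adjusted p = 0.000687). With an estimated correlation the adjusted p was 0.809, and without replicate 1 after ischemia the mean was −0.51 (adjusted p = 0.285, within a range of 1.28e-06 to 0.537 over all settings). The fry test of limma takes the entries of a list on their own. The adjusted p of fry was 0.225 for a shared direction and 0.000264 for any direction. When the list was written, the values of the supplementary table had been seen. They include decreases of members such as mml-miR-381-3p, so the list test is not independent of these data.

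Of 7 entries of liver-enriched miRNAs, 3 were higher and none lower, and the same 3 when adjusted over the list alone (camera adjusted p = 0.0285 with the preset and 0.809 with an estimated correlation). The adjusted p of fry was 0.539 for a shared direction and 0.0196 for any direction. The 3 are mml-miR-192-5p, mml-miR-194-5p_R-1 and mmu-miR-194-1-3p_R-2_1ss10CA, which epithelial cells of the intestine also express. mml-miR-122a-5p_R-1, the dominant miRNA of liver cells, had a log2 fold change of −0.23 (standard error 1.28, adjusted p = 0.946 from limma). The mean of the list was 1.97 and its median 0.55. The mean was 0.61 without replicate 1 after ischemia (adjusted p = 0.386) and 1.69 without replicate 2 before ischemia (adjusted p = 0.0604), within a range of p from 0.000281 to 0.537 over all settings.

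Among 16 entries of red blood cell miRNAs, mml-miR-92a-3p fell (log2 fold change −1.82, adjusted p = 0.0314) and none was higher (2 higher and 1 lower over the list alone, mean 0.35, and −0.03 when scaled by library totals, camera adjusted p = 0.140). The call of miR-92a-3p was lost without each of the 3 libraries after ischemia and without replicate 3 before ischemia (adjusted p up to 0.102). Without replicate 2 after ischemia the list mean was 0.80 (adjusted p = 0.00389), and without replicate 3 before ischemia 0.67 (adjusted p = 0.0216), within a range of 0.00389 to 0.718 over all settings. With an estimated correlation, the adjusted p was 0.787 and 0.735 without these libraries and 0.809 with all. Of 13 entries of leukocyte miRNAs, mml-miR-142-5p_L+2R-2 rose and the 3p arm of the same precursor fell (3 higher and 1 lower over the list alone, mean 0.35, and −0.02 when scaled by library totals, camera adjusted p = 0.172). The call of the 5p arm was lost by library totals, with replicate number as a block (adjusted p = 0.0565, range over all settings 0.00243 to 0.325) and without each of the 6 libraries other than replicate 2 after ischemia (adjusted p up to 0.104). The list mean was 0.78 without replicate 2 after ischemia (adjusted p = 0.0155, within a range of 0.0107 to 0.718 over all settings, and 0.787 with an estimated correlation). mml-miR-342-3p of lymphocytes had a log2 fold change of 1.98 (adjusted p = 0.0665) and passed with replicate number as a block (adjusted p = 0.0177, range over all settings 0.00411 to 0.396). Of 16 entries of platelet miRNAs, the 3p arm of miR-21 was the only one lower and none was higher (1 higher and 1 lower over the list alone, mean −0.34, camera adjusted p = 0.867); mml-miR-197-3p had a log2 fold change of 1.37 (adjusted p = 0.0785).

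No entry passed among 24 of the let-7 family, 11 of brain-enriched miRNAs, 6 of muscle and heart miRNAs, 8 of vascular miRNAs and 20 of annotated miRNAs thought to be fragments of other ncRNA, nor when adjusted over each list alone. The 20 entries are fewer measurements, since mmu-mir-6236-p3_1 to mmu-mir-6236-p3_5, for example, all hold a log2 fold change of −0.52. The list tests count such entries separately. At an unadjusted p under 0.05 in limma, these lists held 1 higher and 3 lower, 0 and 1, 0 and 0, 1 and 0, and 4 and 1 entries. mml-miR-9-5p, abundant in neurons, had a log2 fold change of −1.43 (adjusted p = 0.191), mml-miR-499-5p of heart muscle 0.54 (adjusted p = 0.454), mml-miR-145-3p_L-2 and mml-miR-143-3p of smooth muscle 1.87 and −0.89 (adjusted p = 0.157 and 0.413), and hsa-miR-4454_L-2, a likely tRNA fragment, 1.67 (adjusted p = 0.113). The list means were −0.24 (let-7, with a median of 0.15 and a camera direction above 0), −0.40 (brain), 0.29 (muscle and heart), 0.36 (vascular) and 0.09 (fragments), the last 3 at −0.10, −0.03 and −0.26 when scaled by library totals. The camera adjusted p were 0.730, 0.597, 0.597, 0.488 and 0.370. The miR-17-92 cluster and its paralogs, 21 entries with miR-92a-3p as the only decrease, had a mean of −0.20 (camera adjusted p = 0.867). Of 14 entries of the miR-532/660 cluster, mml-miR-532-5p was lower at −1.27 (adjusted p = 0.0354, and 0.0521 with replicate number as a block, range over all settings 0.00799 to 0.360; the call was lost in each of the 6 settings that leave out a library), with 2 lower over the list alone, a mean of −0.47 and a camera adjusted p of 0.597; mml-miR-660-3p had a log2 fold change of −4.21 (adjusted p = 0.0821). Over the list alone, the miR-17-92 list also had 1 lower and none higher.

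**Figure D2:**
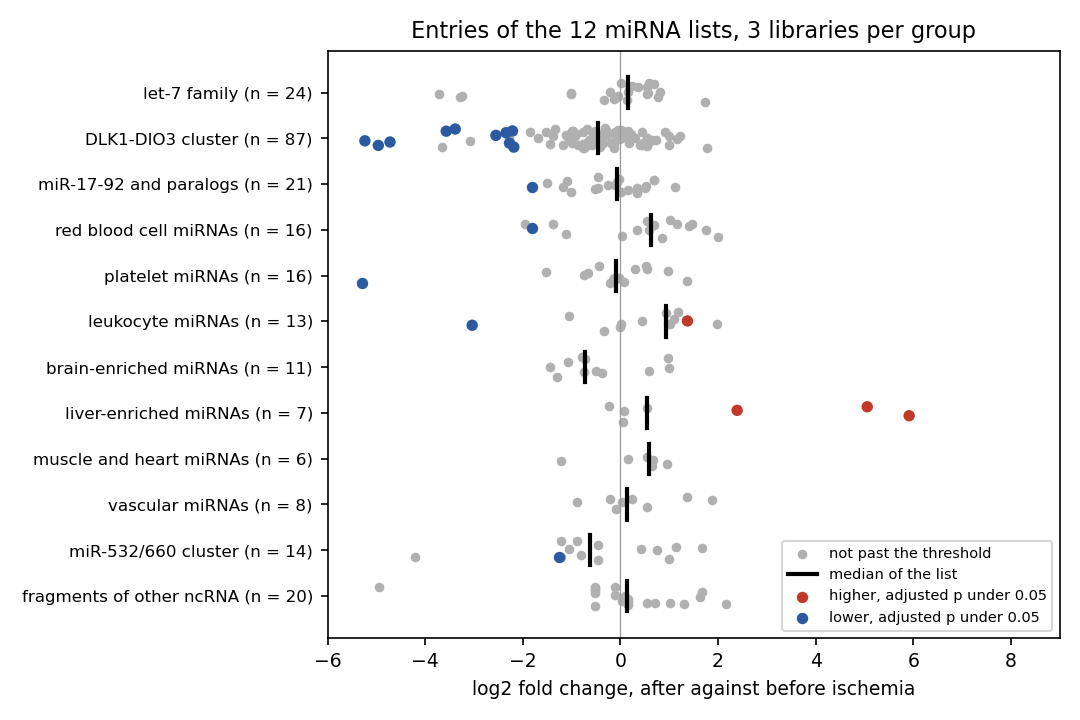
Log2 fold change after against before ischemia of each tested entry in 12 lists of miRNAs, with the number of entries beside the name of the list. Red and blue points passed the adjusted threshold, gray points did not, and the black bar is the median of the list. Blue points are most frequent in the DLK1-DIO3 cluster (10 of 87), and the medians of the other lists lie between −0.72 and 0.93.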

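Average-linkage clustering of log2 values by correlation distance joined the 3 libraries of each group before it joined the groups over the 807 tested entries (last joining at a distance of 0.112, the one before at 0.0912). Over all 2046 entries, replicate 1 after ischemia stood alone (0.133 and 0.101). Among the miRNAs that the text of the paper names, mml-miR-191-5p had 966065 ± 221434 normalized counts after and 489043 ± 109992 before ischemia (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.295, adjusted p = 0.106 from limma). mml-miR-421 had 3473 ± 505 after and 2147 ± 431 before ischemia (log2 fold change 0.70, standard error 0.309, adjusted p = 0.224). mml-miR-409-5p, of the DLK1-DIO3 cluster, had 33579 ± 7237 and 15658 ± 6875 (log2 fold change 1.16, standard error 0.362, adjusted p = 0.113). mml-miR-128a-5p_R-2, of a miRNA enriched in brain, had 31.9 ± 12.8 after and 65.0 ± 11.9 before ischemia (log2 fold change −1.07, standard error 0.564, adjusted p = 0.311). mml-miR-431_R-1 had 2066 ± 459 and 3922 ± 836 (log2 fold change −0.93, standard error 0.327, adjusted p = 0.147). None of these 5 passed the adjusted threshold. At an unadjusted p under 0.05 in limma, mml-miR-191-5p, mml-miR-409-5p and mml-miR-431_R-1 passed, and mml-miR-421 and mml-miR-128a-5p_R-2 did not.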

Hierarchical clustering of upregulated and downregulated miRNAs showed differences before and after cerebral ischemia (Pang et al., 2019; Zhang L. et al., 2019; Figure 2C). mml-miR-191-5p, mml-miR-421, mml-miR-409-5p, and mml-let-7g-5p were significantly upregulated, whereas mml-miR-128a-5p_R − 2, mml-miR-431_R − 1, and mml-let-7g-3p_1ss22CT were significantly downregulated in rhesus monkeys following cerebral ischemia.

**TABLE 1:** Summary information of upregulated miRs.

Name	log_2_ (fold change)	*P*-value (*t* test)	Expression level
bta-miR-2478_L − 1_1ss2TA	1.72	0.0000	Middle
mml-miR-1304	1.12	0.0001	Middle
mml-let-7g-5p	0.80	0.0011	High
mmu-mir-6236-p5_1ss5CG	4.14	0.0014	Middle
mmu-mir-6236-p3_1ss5CG	4.14	0.0014	Middle
mml-miR-1271-5p	1.68	0.0018	High
PC-3p-4437_437	0.99	0.0030	Middle
PC-5p-4437_437	0.99	0.0030	Middle
PC-3p-60777_13	3.61	0.0052	Middle
mml-miR-942-5p_L − 1R + 3	0.88	0.0093	Middle
mml-miR-361-5p	0.64	0.0105	High
mml-miR-377-5p	0.91	0.0124	Middle
mml-miR-93-3p_R + 1	1.13	0.0129	Middle
mml-mir-548f-p5_1ss12CT	1.83	0.0140	Middle
mml-miR-654-3p_R − 2	0.96	0.0171	High
mml-miR-374a-5p_R − 1	1.11	0.0198	Middle
mml-miR-20a-5p_R + 1	0.52	0.0254	High
mml-miR-15b-5p	0.71	0.0259	High
mml-miR-421	0.69	0.0269	Middle
mml-miR-7184-3p	1.90	0.0274	Middle
hsa-miR-4454_L + 1_1ss3GA	2.15	0.0283	Middle
PC-5p-8713_165	3.05	0.0292	Middle
PC-5p-17128_77	1.78	0.0308	Middle
mml-miR-532-3p	1.07	0.0319	Middle
mml-miR-1306-5p	1.29	0.0330	Middle
mml-miR-409-5p	1.10	0.0360	High
hsa-miR-4454_L − 2	1.54	0.0362	Middle
hsa-miR-7977_1ss6AG	1.72	0.0438	Middle
PC-3p-37822_29	1.77	0.0446	Low
mml-miR-191-5p	0.98	0.0459	High
mml-miR-142-5p_L + 2R − 2	1.39	0.0465	High
PC-3p-11325_121	1.12	0.0471	Middle
PC-3p-21542_60	1.31	0.0474	Middle
mml-miR-92b-3p	0.85	0.0479	Middle
mml-miR-146b-5p_R + 2	0.94	0.0488	Middle

*The normalized expression data is sorted from low to high, middle is the copy number as long as one sample is higher than 10 and the copy number in all samples is less than the average (sum of copy numbers)/(number of samples × total number of miRNAs) miRNA; high is the miRNA whose copy number is greater than the average in a sample.*

**TABLE 2:** Summary information of downregulated miRs.

Name of downregulated miRs	log_2_ (fold change)	*P*-value (*t* test)	Expression level
hsa-miR-1197	−1.54	0.0004	Middle
mml-miR-299-3p	−2.32	0.0020	High
mml-miR-532-5p	−1.26	0.0021	High
mml-miR-7174-5p	−2.81	0.0022	Middle
mml-miR-423-3p	−1.63	0.0028	High
PC-5p-15652_85	−3.38	0.0028	Middle
mml-miR-154-5p	−1.60	0.0030	Middle
mml-miR-380-5p	−1.81	0.0030	Middle
mml-miR-361-3p	−0.73	0.0039	Middle
cpo-miR-154-5p_R + 1	−2.34	0.0044	Middle
mml-miR-665_R − 2	−0.65	0.0044	Middle
mml-miR-185-3p	−2.56	0.0048	Middle
ssc-mir-1285-p3_1ss16CT	−1.60	0.0055	Middle
mml-miR-410-3p	−2.53	0.0063	Middle
mml-miR-381-3p	−3.53	0.0069	High
mml-miR-7172-5p_R + 1	−2.16	0.0089	Middle
mml-miR-376b-3p	−4.24	0.0093	Middle
mml-miR-660-3p	−3.69	0.0099	Middle
hsa-miR-136-3p	−1.29	0.0105	Middle
mml-miR-107-3p_R − 2	−0.59	0.0110	Middle
mml-miR-148b-3p	−1.95	0.0116	High
mml-miR-369-5p_R − 1	−0.94	0.0125	Middle
mml-miR-127-5p_L − 1	−3.40	0.0127	Middle
mml-miR-369-3p	−1.05	0.0131	Middle
bta-miR-339a_R + 1_1ss22CT	−2.45	0.0135	Middle
hsa-miR-655-3p	−1.27	0.0136	Middle
ppy-miR-1468_R + 1	−2.70	0.0144	Middle
mml-miR-1185-3p_L + 2R + 1	−2.18	0.0152	Middle
mml-let-7g-3p_1ss22CT	−3.07	0.0173	Middle
mml-miR-432-5p_1ss23GT	−0.75	0.0185	High
mml-miR-181c-5p_R + 1	−1.42	0.0202	Middle
cja-miR-539_1ss21CT	−1.42	0.0214	Middle
mml-miR-382-3p_R − 1	−1.00	0.0232	Middle
mmu-let-7j_R − 2	−2.66	0.0233	Middle
mml-miR-204-3p_L − 1	−1.25	0.0234	Middle
hsa-miR-548x-3p_R + 1	−2.40	0.0301	Middle
mml-miR-128a-5p_R − 2	−1.03	0.0308	Middle
mml-miR-301a-5p_L + 2	−1.58	0.0308	Middle
mml-miR-1296-5p_R − 3	−0.90	0.0313	Middle
mml-miR-411-5p	−0.86	0.0325	High
PC-5p-10049_140	−3.19	0.0330	Middle
mml-miR-7180-5p	−0.87	0.0336	Middle
mml-miR-1185-5p	−0.98	0.0347	Middle
mml-miR-28-3p	−0.71	0.0361	High
mml-miR-363-3p_R − 1	−0.46	0.0365	Middle
PC-5p-16269_82	−3.10	0.0393	Middle
mml-miR-22	−2.07	0.0393	High
mml-miR-541-3p	−2.17	0.0401	Middle
mml-miR-323a-5p_R − 1	−0.78	0.0405	Middle
mml-miR-33a_R + 1	−3.09	0.0409	Middle
mml-miR-136_R − 1	−1.14	0.0411	Middle
mml-miR-431_R − 1	−0.92	0.0412	Middle
mml-miR-190b_R + 1	−0.75	0.0428	Middle
PC-3p-7925_187	−0.97	0.0441	Middle
mml-miR-370-3p	−2.31	0.0455	High
mml-miR-660-5p_R + 1	−1.02	0.0483	Middle

*The normalized expression data is sorted from low to high, middle is the copy number as long as one sample is higher than 10 and the copy number in all samples is less than the average (sum of copy numbers)/(number of samples × total number of miRNAs) miRNA; high is the miRNA whose copy number is greater than the average in a sample.*

**FIGURE 2:**
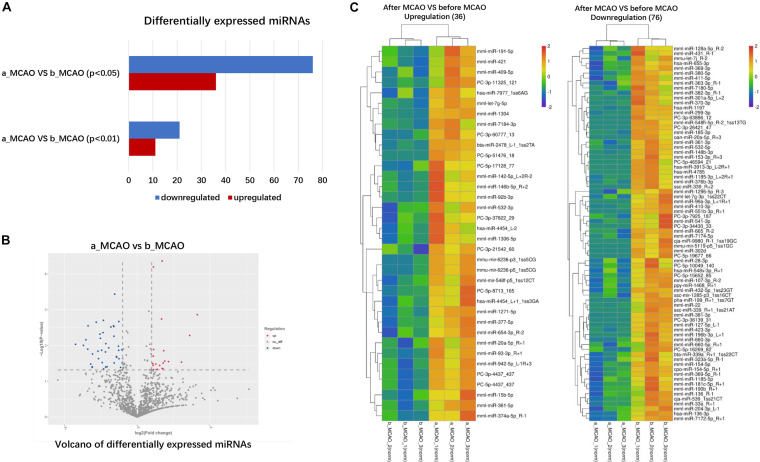
Differentially expressed plasma miRNAs of rhesus monkey before and after cerebral ischemia. **(A)** The blue represents down–down miRNA, and the number represents up–down miRNA. **(B)** Volcano plot analysis showing differentially expressed miRNAs, using log_2_ (fold change) as abscissa and –log_10_ (*P*-value) as ordinate. The red and blue dot represent the up-regulated or down-regulated differential expression genes, and the gray dot represents the non-significant differential expression genes. **(C)** Hierarchical clustering heatmap analysis of upregulated and downregulated miRNAs detected in plasma of rhesus monkey before and after cerebral ischemia. Red indicates high expression genes and blue indicates low expression genes. b_MCAO_1-3, before ischemia; a_MCAO_1-3, after ischemia. *N* = 3.

### Enrichment Analysis of GO and KEGG Pathways According to the Target Genes of Differentially Expressed miRNAs

In all the differentially expressed miRNA target genes, we annotated the GO terms of these genes according to molecular function, cellular components, and biological processes, and the GO functions in each category were ranked from high to low according to the number of target genes. Regulation of transcription, DNA-templated, membrane, and metal ion binding was the most changed number of genes, respectively, in biological processes, cellular components, and molecular function (Figure 3A). GO enrichment analysis where the rich factor represents the number of GO differential genes/the total number of GO genes, revealed that differentially expressed miRNAs were significantly involved in the regulation of signaling pathways, including those involving the nucleus, extracellular exosome, and cytoplasm (*P* < 0.001, Figure 3B). The results of KEGG enrichment analysis by ggplot2 are shown by scatter plot: rich factor represents the number of different genes located in the KEGG/the total number of genes located in the KEGG, revealed that differentially expressed miRNAs were significantly involved in the regulation of signaling pathways including pathways in cancer, and chronic myeloid leukemia pathways; and chemokine signaling pathways (*P* < 0.001, Figure 3C).

**FIGURE 3:**
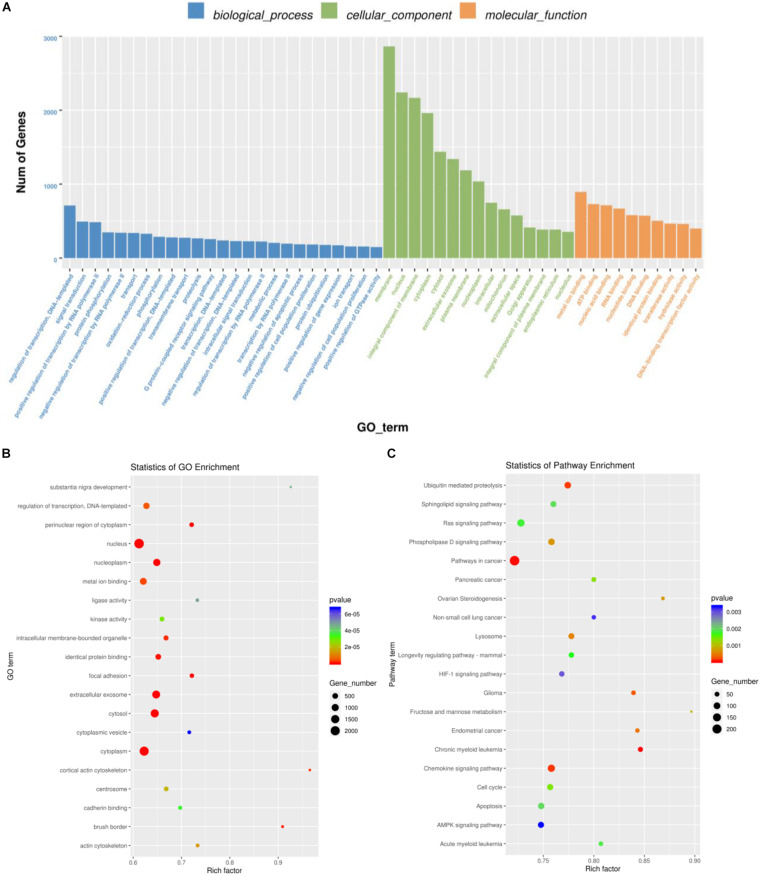
Enrichment analysis of GO and KEGG pathways according to the target genes of differentially expressed miRNAs. **(A)** Top enriched terms of biological process, cellular component, and molecular function category in Gene Ontology enrichment analysis. The abscissa is the classification of GO, and the ordinate is the percentage of target genes. **(B)** Top 20 significantly enriched GO pathways of differentially expressed miRNAs-targeted genes. **(C)** Top 20 significantly enriched KEGG pathways of differentially expressed miRNAs-targeted genes. GO, Gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes database.

### Clustering Analysis of miRNA Expression

Some miRNAs were clustered within the genome; as they are transcribed into a polycistron structure, it results in functional synergy. This synergy is indispensable in a complex cellular signaling regulatory network and more effective than a single miRNA. Due to the different regulation of post-transcriptional miRNAs during the maturation process, the expression levels of mature clustered miRNAs differ. By cluster miRNA analysis, we observed that mml-let-7g-5p and mml-let-7g-3p_1ss22CT belonged to one cluster (Table 1 and Figures 4A,B), and that following ischemia their regulation was the opposite: mml-let-7g-5p had high copy numbers in the genome and was upregulated, while mml-let-7g-3p_1ss22CT had low copy numbers and was downregulated after ischemia in the same monkey (Figure 4C). 

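The arms of let-7g had log2 fold changes of opposite sign. mml-let-7g-5p, a member of the let-7 family of regulators of differentiation, had 788341, 897145 and 834698 normalized counts in replicates 1 to 3 after ischemia and 492173, 522979 and 430559 before ischemia. Its log2 fold change was 0.80 (standard error 0.241, unadjusted p = 0.00929 and adjusted p = 0.104 from limma), and it was higher in 3 of 3 monkeys with the authors' factors. By library totals its log2 fold change was 0.41 (adjusted p = 0.360, range over all settings 0.0720 to 0.396), and its share of the counts in replicate 1 was 5.87% after and 5.88% before ischemia. mml-let-7g-3p_1ss22CT was counted 0, 5 and 0 times after ischemia and 17, 25 and 42 times before ischemia. A count of 0 allows up to 4.14 normalized counts in replicate 1 and 5.58 in replicate 3 (3 counts each). The log2 fold change of this arm was −3.24 (standard error 1.21, unadjusted p = 0.0261 and adjusted p = 0.159 from limma). Per normalized depth, its 5 counts after ischemia against 84 before give a ratio of 0.132 (exact 95% interval 0.0419 to 0.321, which covers counting error only). The log2 ratio of the 3p to the 5p arm, with 0.5 added to the counts, was −18.95 ± 1.74 after and −14.72 ± 0.53 before ischemia (SD, n = 3 each), a difference of −4.23 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). With 2 libraries at 0, these values depend on the constant added: the difference was −5.79 with 0.1 and −2.87 with 2, and the log2 fold change of the 3p arm was −1.23 with a pseudocount of 10, a setting chosen after the data were seen.

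Other precursors were measured with both arms as well. In miR-142, mml-miR-142-5p_L+2R-2 rose by a log2 fold change of 1.37 (adjusted p = 0.0354, and 0.0565 with replicate number as a block) while its 3p arm fell, the only precursor with arms past the adjusted threshold in opposite directions (none by library totals). At an unadjusted p under 0.05, 7 precursors had arms in opposite directions, namely let-7g, miR-142, miR-16, miR-331, miR-361, miR-377 and miR-532, and scaled by library totals there was 1. For miR-16 this holds for the 3p entry mml-miR-16-1-3p_R-1 (−1.95). Another 3p entry, hsa-miR-16-2-3p_L+1R-2, went with the 5p arm (1.16, unadjusted p = 0.0561 in limma) and is the entry used where 1 is taken per arm. The names give these 3p entries to different copies of the miR-16 gene, which were taken here as 1 precursor. For miR-532, the 3p arm had a log2 fold change of 1.13 (adjusted p = 0.172); for miR-377, the arms had 0.92 (5p) and −1.11 (3p), at adjusted p of 0.147 and 0.153. Of 159 precursors with 1 entry taken per arm, 6 had arms in opposite and 10 in the same direction at that p. The 159 include miR-2478 and miR-6240, whose arms hold the same value and which are not among the 6 or the 10. When the 3p partners were shuffled between precursors 10000 times, the medians were 5 and 6, and 0.473 of the shuffles gave 6 or more in opposite and 0.0471 gave 10 or more in the same direction. From the opposite changes of the let-7g arms in the same monkey in Figure 4C, the paper draws a parallel in its discussion to a reported arm transition of miR-574. From these changes and shared predicted targets (RB1CC1, GNG5 and CXCR4), it proposes clusters of the let-7g family as a possible therapeutic target.

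**Figure D3:**
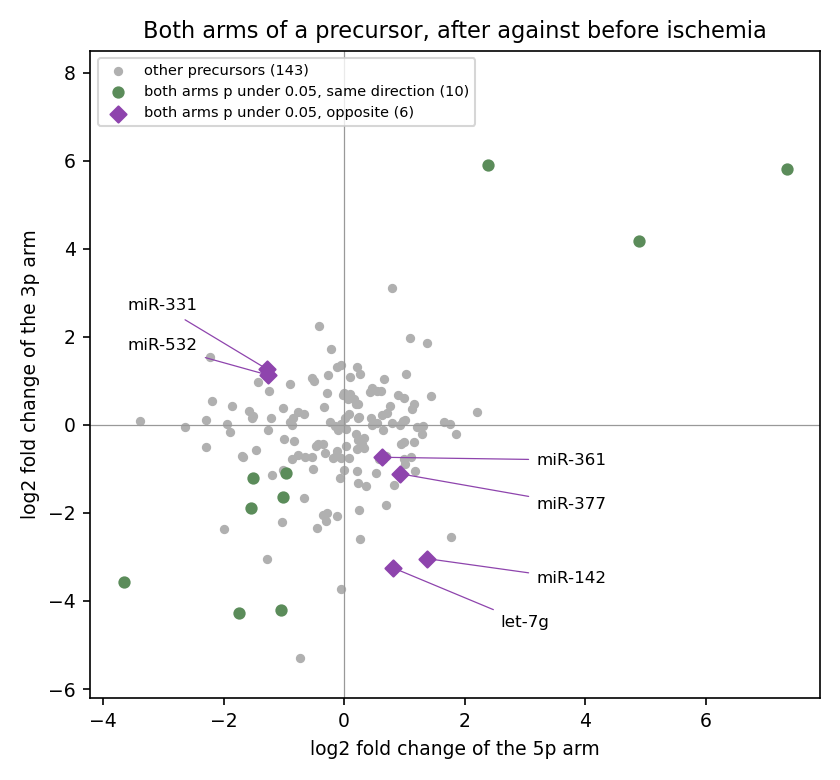
Log2 fold change after against before ischemia of the 3p arm against that of the 5p arm for 159 precursors, 1 entry per arm. Purple diamonds mark 6 precursors with both arms at an unadjusted p under 0.05 and in opposite directions, and green points mark 10 in the same direction. let-7g lies at 0.80 for the 5p arm and −3.24 for the 3p arm.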

Cytoscape software was used to draw the network diagram of the most significant miRNA: mRNA pairs focusing on mml-let-7g-5p and mml-let-7g-3p_1ss22CT. It has been reported that clustered miRNAs are coordinately transcribed and exhibit similar functions by regulating the same targets (Jiao et al., 2021). Through miRNA-gene-KEGG pathway analysis, we found that mml-let-7g-5p and mml-let-7g-3p_1ss22CT share the same target genes, such as RB1-inducible coiled-coil 1 (RB1CC1), G-protein subunit γ 5 (GNG5), and chemokine (C-X-C motif) receptor 4 (CXCR4), involved in the chemokine signaling pathway, AMPK signaling pathway, longevity regulating pathway, ubiquitin-mediated proteolysis, and fructose, and mannose metabolism (Figure 4D).

**FIGURE 4:**
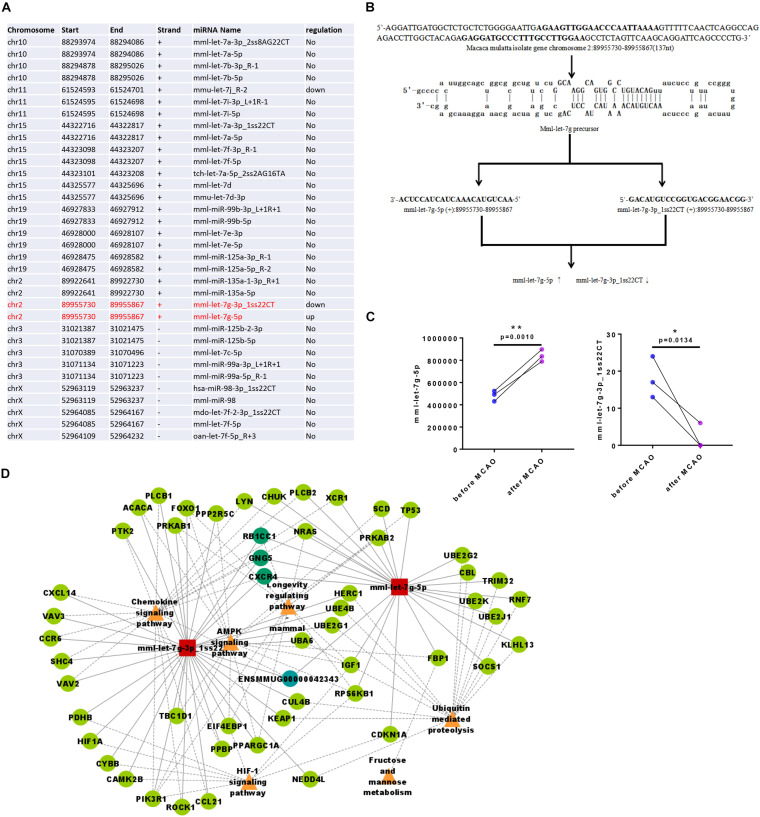
Clustering analysis of miRNA expression of rhesus monkey. **(A)** mml-let-7g-5p and mml-let-7g-3p_1ss22CT belongs to one cluster. **(B)** The stem-loop structures of the two pre-miRNAs that can yield mature miRNA sequences (mml-let-7g-5p and mml-let-7g-3p_1ss22CT). **(C)** mml-let-7g-5p and mml-let-7g-3p_1ss22CT were reversely changed following ischemia. **(D)** Through miRNA-gene-KEGG pathway analysis, mml-let-7g-5p, and mml-let-7g-3p_1ss22CT which share three same target genes such as RB1-inducible coiled-coil 1 (RB1CC1), G-protein subunit γ 5 (GNG5), and chemokine (C-X-C motif) receptor 4 (CXCR4), which was involved in chemokine signaling pathway, AMPK signaling pathway, longevity regulating pathway, ubiquitin mediated proteolysis, fructose, and mannose metabolism.

### Evolutionary Conservation Analysis of miRNA Sequences and Seed mml-let-7g Sequence

Based on the analysis of the detected miRNAs, we further analyzed miRNA conservation and performed a statistical analysis of the frequency of these miRNAs in other species. The results showed that miRNAs are highly conserved among species (Figure 5A). 

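By mean CPM in plasma, mml-let-7g-5p ranked 3 of 2046 entries, behind mml-miR-486-5p and mml-miR-191-5p. It took 7.09 ± 1.09% of the counts after ischemia and 5.29 ± 0.520% before (SD, n = 3 each, exact permutation p = 0.2). mml-let-7g-3p_1ss22CT ranked 786 with a mean CPM of 1.08. Before ischemia, the 5p arm exceeded the 3p arm 37162 times in replicate 1, 31110.0 times in replicate 2 and 18129 times in replicate 3. These are levels in plasma, which say nothing of the number of gene copies in the genome.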

Evolutionarily conserved miRNAs usually appear in high copy numbers (Lian et al., 2021). mml-let-7g-5p had high copy numbers, whereas mml-let-7g-3p_1ss22CT had low copy numbers in the rhesus monkey genome, indicating that mml-let-7g-5p is more conserved miRNA than mml-let-7g-3p_1ss22CT.

**FIGURE 5:**
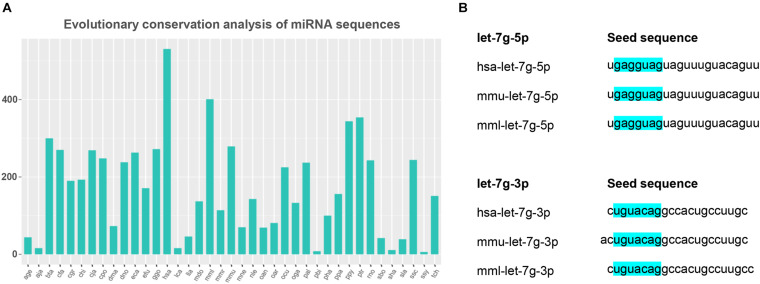
Evolutionary conservation analysis of miRNA sequences and seed mml-let-7g sequence. **(A)** The conservation of miRNA in different species. The horizontal coordinates above represent different species, and the ordinate indicates the number of times the precursor appears in the species. **(B)** The seed sequence of mml-let-7g-5p and mml-let-7g-3p_1ss22CT in human, rhesus monkey, and mouse, which is highlighted in blue.

In animals, miRNA inhibits mRNA expression mainly through incomplete complementary pairing with its target gene. The Watson Crick pairing between the so-called seed sequence (second-7 nt) at the 5′ end of miRNA and the 3′-UTR of the target gene is the most important factor for all miRNA target gene prediction. 

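In the deposited table, 18 entries with 18 different sequences carry GAGGTAG at positions 2 to 8. Of these, 14 are named let-7 or miR-98 and 10 have a rhesus name. The most abundant were mml-let-7g-5p, mml-let-7f-5p (191796 normalized counts on average after and 169340 before ischemia), mml-let-7a-5p (161375 and 134863), mml-let-7i-5p (128982 and 134242), mml-let-7d (121067 and 105828) and mml-let-7b-5p (119146 and 81742). Together the 18 held 13.4 ± 3.15% of the counts after ischemia and 12.4 ± 1.88% before (SD, n = 3 each, exact permutation p = 0.7). Within them, mml-let-7g-5p accounted for 53.5 ± 4.78% after and 43.1 ± 2.95% before ischemia (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). Of the 13 tested by limma, none passed the adjusted threshold, and 1, mml-let-7g-5p, had an unadjusted p under 0.05. Members of this family differ by few bases, so reads with a sequencing error can be assigned to another member.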

Twenty-one miRNAs in the let-7 family shared the seed sequence “GAGGTAG.” 

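The sequence of mml-let-7g-5p in the table is TGAGGTAGTAGTTTGTACAGTT, of 22 nt, with GAGGTAG at positions 2 to 8. That of mml-let-7g-3p_1ss22CT is CTGTACAGGCCACTGCCTTGCT, of 22 nt, with TGTACAG at the same positions. Its name records 1 substitution against the miRBase sequence, C22T counted from the 5′ end, which lies outside the seed. It is the only entry with TGTACAG at positions 2 to 8. In the rhesus assembly T2T-MMU8v2.0, the gene MIRLET7G lies within WDR82. The sequences of human and mouse were not analysed here.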

Human, rhesus monkey, and mouse mml-let-7g-5p share the seed sequence “GAGGTAG,” while the seed sequence of mml-let-7g-3p_1ss22 was “TGTACAG,” indicating that both mml-let-7g-5p and mml-let-7g-3p_1ss22CT were evolutionarily conserved miRNAs (Figure 5B).

## Discussion

This study compared differentially expressed miRNA profiles in the plasma of three rhesus monkeys before and after cerebral ischemia. Of the 2049 miRNAs found, 36 were upregulated, and 76 were downregulated after cerebral ischemia. Further analysis revealed that differentially expressed miRNAs were involved in the regulation of various signaling pathways, including ubiquitin-mediated proteolysis, pathways in cancer, glioma, chronic myeloid leukemia, and chemokine signaling pathways. Through miRNA clustering analysis, we found that mml-let-7g-5p and let-7g-3p_1ss22CT belong to a single cluster and share three target genes: RB1CC1, GNG5, and CXCR4; further, they showed opposite changes following ischemia. These data suggest that clusters of circulating miRNAs of the mml-let-7g family may serve as a therapeutic target for ischemic stroke.

Totally, 112 miRNAs had significantly differential expressions before and after cerebral ischemia, which together with heatmap of DEmiRNAs suggested their potential as biomarkers to distinguish ischemic stroke and provided clues for us to further explore the complex regulatory mechanisms underlying ischemic stroke. To have a general understanding of functions of differentially expressed genes in following cerebral ischemia, we perform GO and KEGG pathway analysis on 112 DEmiRNAs. The enriched GO terms of BP, CC, and MF category referred to nucleus, extracellular exosome, cytoplasm, focal adhesion, and metal ion binding, ATP binding, etc. KEGG analysis showed that genes were significantly enriched in several crucial pathophysiological processes in stroke, such as ubiquitin-mediated proteolysis and signaling pathways in cancer, glioma, chronic myeloid leukemia, and chemokine signaling, etc.

Rfam revealed that rRNA was increased while tRNA was decreased in the plasma of three rhesus monkeys after cerebral ischemia. As it was recently reported that circulating tRNA fragments are a novel biomarker class to distinguish acute stroke subtypes (Nguyen et al., 2020), this topic is worthy of further study. However, the present study focused on miRNA. Many miRNAs are not randomly distributed but linked as a cluster on chromosomes and transcribed as a single polycistronic transcript from genomic DNA. These clustered miRNAs largely appear in metazoan genomes and play pivotal roles in the co-regulation of multiple biological processes. An miRNA gene cluster is composed of two or more related miRNA genes that may target specific mRNAs in the regulatory network. An miRNA duplex contains two “arms,” and the dominant one is the one which usually forms the mature miRNA; the other usually tends to be degraded, and is known as miRNA^∗^ (Medley et al., 2021). In recent years, studies have found that miRNAs and miRNAs^∗^ can co-exist under certain circumstances (Correia de Sousa et al., 2019; Dong et al., 2019; Zhang Z. et al., 2019). However, there is a lack of relevant research on the relationship between them and their functions. Recently, two studies proposed that the two arms of miRNA have synergistic (Dong et al., 2019) or antagonistic functions in various situations (Zhang Z. et al., 2019). Two miRNAs from the same precursor, miR-574-5p and miR-574-3p, were reported to show a special expression pattern, that is, the expression of miR-574-5p was upregulated while that of miR-574-3p was downregulated in the same patient, and this conversion was significantly correlated with the clinical malignancy of the gastric cancer, suggesting that it may be important for the development of gastric cancer (Zhang Z. et al., 2019). As an important regulatory molecule of gene expression, miRNA has been widely studied as a biomarker and therapeutic target in cerebral ischemia (Bulygin et al., 2020; Holmes et al., 2020). However, due to the different species and models used, different miRNAs are often screened out from high-throughput data. However, let-7 family is a common miRNA in these high-throughput data, indicating its core mechanism of ischemic stroke (Bernstein and Rom, 2020; Chen et al., 2020). In our study, we found that two miRNAs from the same precursor, mml-let-7g-5p and mml-let-7g-3p_1ss22CT, had a special expression pattern and similar to the “miR-574 arm transition.” That is, the expression of mml-let-7g-5p was upregulated while that of mml-let-7g-3p_1ss22CT was downregulated in the same monkey. It was previously shown that let-7 family regulate neuroinflammation in various pathologies, including spinal cord injury, multiple sclerosis, ischemic stroke, and Alzheimer’s disease (Gaudet et al., 2018). Let-7g^∗^ reduces the stroke-induced production of proinflammatory cytokines in the mouse brain (Bernstein and Rom, 2020) and protects the blood–brain barrier under neuroinflammatory conditions (Rom et al., 2015), while Let-7g counteracts endothelial dysfunction and ameliorates neurological functions in a mouse ischemia/reperfusion stroke model (Bernstein et al., 2020). Furthermore, whether this conversion was significantly correlated with clinical ischemic stroke and the so-called “mml-let-7g arm transition” was involved in the pathological process needs further study.

In our analysis, mml-let-7g-5p and mml-let-7g-3p_1ss22CT shared the same target genes, such as CXCR4, RB1CC1, and GNG5. CXCR4 is essential for an innate immune system-mediated defense response after cerebral ischemia. CXCR4 distinguishes hematopoietic stem cell-derived monocytes from microglia and reveals monocyte immune responses to experimental stroke (Werner et al., 2020). CXCR4 mimic acts as a soluble chemokine receptor that blocks atherogenic inflammation (Kontos et al., 2020). In addition, CXCR4 and stromal cell-derived factor-1 are regulators of neuronal migration (Shan et al., 2021). Another target, RB1CC1 is essential for autophagy induction, RB1CC1 insufficiency causes neuronal atrophy and is involved in the pathology of Alzheimer’s disease (Chano et al., 2007). Ablation of RB1CC1 results in a progressive loss of neural stem cells and impairment of neuronal differentiation, specifically in the postnatal brain in mice (Wang et al., 2013). Additionally, animals with a dendritic cell-specific deficiency in RB1CC1/Fip200 were protected against encephalomyelitis (Yang et al., 2021). Moreover, knockout of RB1CC1 can make tumor cells more easily killed by T cells and improve the therapeutic effect of immune checkpoint inhibitors in mice. Another target gene, GNG5, controls the number of apical and basal progenitors and alters neuronal migration during cortical development (Ayo-Martin et al., 2020). These data suggest that clusters of circulating miRNAs of the mml-let-7g family may serve as a therapeutic target for ischemic stroke which might target both central nervous system as well as immune system.

The present study aimed to identify miRNAs directly related to ischemic stroke. Thirty-six miRNAs were upregulated and 76 downregulated after cerebral ischemia. Through miRNA clustering analysis we found that mml-let-7g-5p and let-7g-3p_1ss22CT belong to a single cluster, and were conversely regulated following ischemia, and target signaling pathways such as the chemokine signaling, AMPK signaling, and longevity regulating pathways, as well as ubiquitin mediated proteolysis, and fructose and mannose metabolism. They further share three target genes, CXCR4, RB1CC1, and GNG5. These data suggest that circulating mml-let-7g may serve as a therapeutic target for ischemic stroke. This study has several limitations. First, this study is limited with small sample sizes, and is hampered by potential biases. Second, we did not prove mml-let-7g-5p was upregulated while that of mml-let-7g-3p_1ss22CT was downregulated by large sample data. Third, we didn’t identify the targets predicted by these software. Therefore, further studies are needed to determine the mechanism of action of the miRNA candidates involved in ischemic stroke.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182429), accession number (GSE182429).

## Ethics Statement

The animal study was reviewed and approved by Animal Use and Care Board of the Institute of Laboratory Animal Sciences, Capital Medical University.

## Author Contributions

JC, YL, and XJ designed the experiments for the study. HZ, YH, YL, and JF wrote the manuscript. RW, ZH, DW, ZY, and LW performed the experiments and analyzed the data. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

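The data are the small RNA sequences of plasma of 3 rhesus monkeys before and after ischemia, 1 library per monkey and time, with no column of the deposited table left without a sample. The deposited signal values are the authors' normalized counts: the authors counted the reads assigned to each miRNA, some of them as fractions, and multiplied the counts of a library by 1 factor. The raw reads were not used, and 5 empty lines of the table are not reported here. The tests had been planned for whole read counts. Since the deposited values are normalized and not raw counts, the test named beforehand for that case was used in their place. Values at or below 3 counts in a library, that is, 1.70 to 5.58 normalized counts, were taken as the limit of detection for entries listed at 0, or 0.661 as the mean over a group at 3 counts in all.

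The comparison of the groups used log2 of the normalized value with a pseudocount of 1, limma 3.58.1 in R 4.3.3 with a trend of the variance over the mean level, and no covariate. Entries needed a normalized value of 10 in 3 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Principal components, correlations, clustering, exact permutation tests and exact intervals for ratios of counts (95%) were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and the figures were drawn with Matplotlib 3.10.9. Neighbouring genes were looked up by name in the annotation of the rhesus assembly. The test of the paper, an unequal-variance test per miRNA on the normalized values without adjustment, was computed as well. Its P met every P of the supplementary table within 1e-05.

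Single miRNAs were named by a rule: each miRNA that the results of the paper name, the 10 higher and the 10 lower known miRNAs with the largest change past the threshold a mean CPM of at least 10 and the same direction in each monkey, the 6 most abundant, miR-210-3p, miR-122-5p, up to 4 members of each list with the smallest p, and both arms of up to 4 precursors with arms in opposite directions. The lists were the let-7 family, the DLK1-DIO3, miR-17-92 and miR-532/660 clusters, miRNAs of red blood cells, platelets, leukocytes, brain, liver, muscle and heart, and vessels, and likely fragments of other ncRNA. Lists were tested with camera of limma at a preset and an estimated correlation, and with fry of limma for a shared and for any direction. A list of miRNAs of intestinal and other lining epithelium, and the naming of its members past the threshold, were added after the values had been seen.

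Samples of the same number were taken as pairs from 1 monkey, because Figure 4C joins them. The deviations of the libraries from their group means correlated at 0.18, 0.36 and 0.29 between samples of the same number and between −0.40 and 0.14 otherwise. With replicate number as a block, 17 entries were higher and 29 lower after ischemia, against 16 and 28 without it.

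The tests were run on simulated data with 200 changed entries in 10 draws for this comparison, over 777 tested entries on average. Of the changed entries that passed the filter, 8.27% were recovered at a log2 fold change of 1, 45.5% at 2 and 65.9% at 3, and 4.47% of the calls were false. The simulation took the libraries as unpaired and their factors as known. The false share therefore leaves out errors of scaling. Alternatives tried were other scalings, filters, pseudocounts, tests and thresholds, merged or summed entries, thinned libraries and left-out libraries. Target genes, gene ontology terms and pathways, the share of other ncRNA, reads per chromosome, conservation between species and the images of the brain were not analysed, since the table does not hold them.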

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

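The tests of release from liver, of RNA from the intestinal wall, of scaling and of depth for let-7g, the other divisions of the libraries and the list of epithelial miRNAs were chosen only after the results were seen.

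The following miRNAs lie outside those that the paper discusses and had levels after ischemia above those before ischemia. By log2 fold change and past the adjusted threshold of limma, these were mml-miR-215-5p_R+1 (7.34), mmu-miR-194-1-3p_R-2_1ss10CA (5.91), mml-miR-215-3p_R-1 (5.82), mml-miR-192-5p (5.06), hsa-miR-200b-5p_R-1 (4.89), hsa-miR-200b-3p (4.19), mml-miR-96_R-1 (3.94), mml-miR-429-3p (3.50), hsa-miR-4488_L+1R-1 (3.31), mml-miR-141-3p_L+1R-1 (3.00), mml-miR-200a-3p_R-1 (2.75) and mml-miR-194-5p_R-1 (2.39). mml-miR-577-5p_R+1 (79.2 ± 67.6 normalized counts after ischemia, adjusted p = 0.0153) and mdo-miR-215_R+1 (57.3 ± 43.1, adjusted p = 0.0340, and 0.0522 with replicate number as a block) were listed at 0 in all 3 libraries before ischemia. Against a floor of 3 counts over that group, their means were at least 119.8-fold and at least 86.6-fold higher (SD, n = 3). Without replicate 1 after ischemia, they were at least 64.0-fold and at least 56.9-fold higher. These bounds are for the means, leave out the spread after ischemia and do not hold for single monkeys. Replicates 1 to 3 after ischemia had 153, 64.1 and 20.5 normalized counts of miR-577 and 96.5, 64.1 and 11.2 of mdo-miR-215. The log2 fold changes in limma were 5.91 and 5.41. In limma voom, miR-194-1-3p, miR-215-3p, miR-96, miR-4488, miR-577 and mdo-miR-215 did not pass (adjusted p from 0.0565 to 0.150). By library totals, miR-96, miR-200a and miR-4488 did not. miR-215-3p and miR-4488 passed only without replicate 2 before ischemia when each of the 6 libraries was left out in turn, and miR-96 only without replicate 2 after ischemia. miR-141 did not pass without replicate 1 after or replicate 3 before ischemia, miR-194-5p without replicates 1 or 2 after or replicate 3 before, and miR-200a without replicates 1 or 2 after or replicates 2 or 3 before. mdo-miR-215 passed in none of the 3 such settings in which it was tested (adjusted p up to 0.104), and miR-194-1-3p not without replicate 3 before ischemia (adjusted p = 0.0696). Groups of 3 libraries were not searched for single outlying samples.

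Of 15 entries of miRNAs of intestinal and other lining epithelium, 11 were higher and none lower (14 higher over the list alone, mean log2 fold change 3.64). The unadjusted camera p in limma was 5.19e-14 with a preset and 0.0544 with an estimated correlation. Adjusted together with the other lists, the camera p was 6.75e-13 with the preset and 0.707 with the estimated correlation. The fry p, adjusted in the same way, was 0.0809 for a shared direction and 0.00669 for any direction. The members of this list had been seen to be high, and 3 of them are also in the liver list. Without replicate 1 after ischemia, the library with the largest increase of miR-192, the mean was 2.70 and 5 were higher, and 6 were higher without replicate 2 after and 5 without replicate 3 before ischemia.

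It was predicted that miR-122 would increase more than miR-192 if the liver cells in which miR-122 dominates had released these epithelial miRNAs. The increase of miR-122 was at most 0.185 times that of miR-192 in any monkey (130514, −7653 and −8098 against 706682, 287504 and 107333 normalized counts). miR-122 rose in monkey 1 and fell in monkeys 2 and 3, while miR-192 rose in all 3. Counts of different miRNAs need not compare, and no liver tissue was measured, so this ratio cannot exclude release from liver. Other cells of the liver are not covered by miR-122 and were not tested. RNA from the whole intestinal wall would bring miR-143 and miR-145 of the muscle layer, and in no monkey was the increase above −0.00108 times that of miR-192 for miR-143 or 0.00178 times for either arm of miR-145, whose log2 fold changes were 1.37 (5p) and 1.87 (3p). The limit on counts of different miRNAs holds here as well. By library totals the median log2 fold change of the 15 entries of the list was 3.11, with 14 above 0 and 10 past the threshold. Their increase thus did not go away with this other scaling. The median lay 3.54 above that of all entries, with a median absolute deviation of 1.46 within the list. Scaling moves all entries nearly alike, so that distance could not have shown an effect of scaling. Release from epithelial cells stays open and was not tested, and the design does not separate ischemia from the procedure, anaesthesia or the time between the samples.

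For the arms of let-7g in opposite directions, shallower libraries after ischemia would lead to a ratio of counts per normalized depth near 1 for the 3p arm, and its upper bound was 0.321. Precursors with arms in opposite directions were as many as after shuffling the 3p partners in a share of 0.473 of the shuffles. Whether the arms of let-7g changed together or each for itself therefore cannot be told apart here, with 1 precursor and 5 counts of the 3p arm after ischemia. Neither arm passed the adjusted threshold. A change in arm selection was not tested, since plasma levels also depend on release and decay.

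The 44 calls were compared with other divisions of the 6 libraries into 3 and 3. There are 10 such divisions, too few for a share under 0.05, and 1 of them, the real one, gave 44 calls or more, with 0 as the highest of the others. Each of the others mixes libraries from before and after ischemia on both sides. A difference between the real groups would widen their spread and lower their calls, so the 0 does not measure calls without an effect. At an unadjusted p under 0.05 in limma, the real one gave 180 entries and the highest of the others 92. The paper's unadjusted test called 8 to 67 entries in the others. Of the 4 divisions that part the libraries of all 3 pairs, those other than the real one gave 0 calls, at most 27 entries at an unadjusted p and at most 38 by the paper's test (with replicate number as a block, the real one gave 17 higher and 29 lower).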

How the results depend on the processing

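Pseudocounts of 0.5 and 10, leaving out both libraries of a monkey, thinning to 1 factor, the list of epithelial miRNAs and, for the lists, the median of ratios, the upper quartile and the stricter filter were chosen only after the results were seen. For 55 named miRNAs, 1161 of 1377 values under other settings kept their direction and side of the threshold, 149 no longer passed, 57 newly passed and 10 changed direction, all of the last for mml-miR-223_R+2 and mml-miR-122a-5p_R-1, which did not pass. The cause was not tested where none is given. With replicate number as a block, the calls of 5 named miRNAs changed as given with them (0.0565 for mml-miR-142-5p_L+2R-2, for example), and no other named miRNA changed. The number of entries higher, 16, was 10 with limma voom, 36 with the paper's unadjusted test, 0 when that was adjusted, 27 at an adjusted p under 0.1 and 79 at an unadjusted p under 0.05. The number lower, 28, was 46 by library totals, 75 with the paper's test, 59 with a fold change of at least 2 besides, 0 when adjusted, 44 at an adjusted p under 0.1 and 101 at an unadjusted p. Left-out libraries gave 2 to 24 higher and 1 to 28 lower, with the lowest values without replicate 3 of both groups, where 2 libraries remain per group. mml-let-7g-5p passed at an unadjusted p (log2 fold change 0.80) and with the paper's test (0.80), as did mml-let-7g-3p_1ss22CT (−3.24 and −3.07). By library totals, mml-let-7g-5p was at 0.41, mml-miR-191-5p at 0.59 and mml-miR-421 at 0.31. mml-miR-122a-5p_R-1 was at 0.83 with the paper's test, adjusted or not, and between −1.82 and 0.71 in left-out libraries, and mml-miR-223_R+2 between −0.40 and 0.27.

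By library totals, the list means became −0.0349 (red blood cells), −0.0200 (leukocytes), −0.0959 (muscle and heart), −0.0308 (vessels) and −0.26 (fragments of other ncRNA); without a filter, vessels were at −0.0724, and with the stricter filter let-7 at 0.0937 and liver at 1.94, no longer past the threshold. In left-out libraries the means ranged from −0.30 to 0.15 (let-7), −0.93 to −0.29 (DLK1-DIO3), −0.38 to 0.000899 (miR-17-92), −0.17 to 0.80 (red blood cells), −0.16 to 0.85 (leukocytes), −0.64 to 0.0244 (brain), 0.61 to 2.58 (liver), −0.18 to 0.97 (muscle and heart), −0.70 to 0.10 (miR-532/660) and 0.0331 to 1.08 (fragments). Precursors with arms past the adjusted threshold in opposite directions numbered 1, and 0 by library totals or with replicate number as a block; at an unadjusted p they numbered 7, and 1 by library totals. Over all entries, the mean correlation was 0.891 after ischemia, 0.869 before and 0.758 between groups, and on the log2 scale 0.884, 0.937 and 0.888; over the entries of Figure 1C it was 0.913 between groups on the log2 scale. The Wald test planned for whole counts, the planned scaling by trimmed means and the rounding of counts for the tests were not run, since the deposited values are not raw counts. Counts recovered with the authors' factors were used in limma voom and, rounded, for the thinned libraries. Depth limits the rare entries: 3 counts in the shallowest library are 5.58 normalized counts.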

Differences from the paper's values

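None of the settings below was chosen only after the result was seen, apart from leaving out both libraries of replicate 2.

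The paper calls 36 miRNAs higher and 76 lower at P < 0.05, and limma called 16 and 28 at an adjusted p under 0.05, so the thresholds differ. The higher number was within the paper's by the stated rule of 1.5 times with the paper's own unadjusted test (36) and at an adjusted p under 0.1 (27), and not under the other settings made before the data were examined. Leaving out both libraries of replicate 2, chosen after seeing the values, gave 24 and dropped 34 of the 36 that the paper's test calls. With all libraries limma dropped 34 of the 36 as well, so only 2 of its 16 higher entries are among them. Of the 44 calls of limma, 15 are among those of the paper's test. The lower number was within it with the paper's test (75), the same with a fold change of at least 2 (59) and at an unadjusted p under 0.05 in limma (101), and not under the others. The copy of the supplementary table holds 36 and 75 of them. The paper states a fold change of at least 2 as a criterion, which 23 of the 36 and 59 of the 75 meet. With the paper's P adjusted over all entries, none passed (smallest adjusted p 0.0652), at 36 and 75 unadjusted.

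Correlations were taken to differ from the paper's where the difference was over 0.01. For the correlation of replicates 1 and 2 before ischemia, the paper gives 0.966, and 0.991 was found; over all entries it was 0.967, within 0.01 of the paper's, and on the log2 scale 0.988, not within it. For replicates 1 and 3 after ischemia, the paper gives 0.963, and 0.985 was found; over all entries it was 0.964, within 0.01 of the paper's, and on the log2 scale 0.981, not within it. For replicates 1 and 2 after ischemia, the paper gives 0.797, and 0.965 was found; neither all entries (0.809) nor the log2 scale (0.975) brought it within 0.01 of the paper's. The heat map of Figure 1C shows about 0.99 for replicates 1 and 2 before ischemia, read by eye.

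The paper names mml-miR-191-5p, mml-miR-421, mml-miR-409-5p and mml-let-7g-5p as significantly higher and mml-miR-128a-5p_R-2, mml-miR-431_R-1 and mml-let-7g-3p_1ss22CT as significantly lower. Their log2 fold changes here have the same signs. At an adjusted p in limma none of the 7 passed (adjusted p from 0.104 to 0.311), while all 7 pass the paper's unadjusted test and 5 an unadjusted p under 0.05 in limma. Without replicate 1 before ischemia, mml-miR-409-5p passed (adjusted p = 0.0475, range over all settings 0.0475 to 0.472).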

Other observations

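The miRNAs of the first paragraphs were singled out after their values were seen, and the test of libraries thinned to 1 factor was chosen only after the first results were seen. Several abundant miRNAs with wide expression were lower after ischemia. mml-miR-22 fell from 120827 ± 33175 to 28792 ± 3571 normalized counts (log2 fold change −2.03, adjusted p = 0.00740 from limma). mml-miR-148b-3p, which shares its seed with miR-148a, fell from 18454 ± 2839 to 4784 ± 566 (−1.94, adjusted p = 0.00717), and mml-miR-423-3p from 53000.5 ± 5887 to 17162 ± 2903 (−1.64, adjusted p = 0.0116). Both arms of miR-140, known from cartilage, were lower, mml-miR-140-3p_L-1R+2 at −1.89 (adjusted p = 0.0279) and mml-miR-140-5p at −1.54 (adjusted p = 0.0383). mml-miR-541-3p of the DLK1-DIO3 cluster (−2.18, adjusted p = 0.0347) fell too (SD, n = 3 each). When each of the 6 libraries was left out in turn, miR-140-3p passed only without replicate 1 before ischemia, and miR-140-5p and miR-541-3p only without replicate 2 after ischemia (adjusted p up to 0.0827, 0.168 and 0.117).

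mml-miR-802_L+1R-2 had 91.0, 51.3 and 9.30 normalized counts after ischemia and 0 in all libraries before. Besides let-7g, miR-142, miR-377 and miR-532, precursors with arms in opposite directions at an unadjusted p in limma were miR-16 (5p arm 1.02, 3p arm −1.95), miR-331 (−1.27 and 1.26) and miR-361 (0.64 and −0.74), at adjusted p from 0.0953 to 0.197. The value of −1.95 is that of mml-miR-16-1-3p_R-1, while hsa-miR-16-2-3p_L+1R-2, named after another copy of the gene, had 1.16, the direction of the 5p arm. Other members of the epithelial list did not pass: mml-miR-375 (2.04, adjusted p = 0.137), mml-miR-31-5p_L+1R+1 (2.24, adjusted p = 0.130), mml-miR-200c-3p_L+1 (1.32, adjusted p = 0.167) and mdo-miR-200a-3p_R+2 (−1.32, adjusted p = 0.636), the 1 member with a value below 0.

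More entries were at 0 in all libraries after ischemia than before: 57 were detected in each library before and none after ischemia, and 6 the other way (ratio 9.5). Of these, 15 and 2 were predicted candidates, and the median of their mean counts where detected was 11.3 and 23.8. At 5 counts or more in each such library, 44 and 6 remained. Some of the 57 repeat a measurement, as mmu-mir-6236-p5_1 to mmu-mir-6236-p5_5 hold identical values. Shallower libraries after ischemia would bring the ratio near 1 once all libraries are thinned to 1 total, and its lowest value over 20 draws was 6.38. Libraries shallower for all but their most abundant miRNAs would do so once the authors' factor is 1 value in all libraries, and the lowest value was then 5.44. The number of entries detected per library was no guide to the group, with 1297, 1083 and 936 after and 1115, 1187 and 1301 before ischemia (exact permutation p = 0.4). No biological explanation was tested.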
